A study of Homo sapiens with 36 samples. Its data were reported in "AP-1 promotes oncogenic transcription in lung cancer cells by bridging promoter-enhancer interactions" (2025).

How the data were processed

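Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in A549, a lung adenocarcinoma cell line, and in BEAS-2B (B2B), a non-cancerous bronchial epithelial cell line. The labels describe 36 samples in 18 groups of 2 replicates each, of which 4 samples in 2 groups are input chromatin. Per the methods of the study, the authors aligned the reads to hg38 with Bowtie2, removed duplicates with their own code, merged replicates, scaled the read counts (CPM) with samtools and called peaks with MACS2. The options of the peak caller and the control it was given were not stated. Each of the 16 peak lists therefore stood for a pool of 2 replicates, and no list existed per replicate in the data used here.

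The lists were in the narrowPeak format. The score that the authors deposited for each peak was 10 times its −log10 q, rounded down to a whole number. The fold enrichment of each peak was the deposited ratio of the pileup at the summit to the local background of the caller. The significance of each peak was deposited by the authors as −log10 of a p-value and −log10 of a q-value. The lowest −log10 q in the lists was just above 2, so that the lists had been kept at a q-value of 0.01. These values belong to the authors and were used only to describe, rank or filter peaks within a list. There were 2 exceptions. Regions were ranked by the sum of the fold enrichments of the 3 Jun-family proteins, as fixed in advance. Fold enrichment and p-value were also solved for the pileup and the background of each peak. The background is given relative to the lowest percentile of the backgrounds in its own list, called the floor below.

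Peaks on chromosomes 1 to 22, X and Y were analysed, and none reached past the end of its chromosome in the reference. Gene positions were taken from GENCODE release 44. Intervals were merged and intersected in Python 3.11.15 with NumPy 2.4.6, with a minimum overlap of 1 bp. Intervals for shares were Wilson 95% intervals computed with SciPy 1.17.1, and intervals for differences between shares were combined from them by the method of Newcombe. They cover counting error only and treat the 2 lines as independent, although both were scored on the same elements. For promoters, enhancers and insulators, intervals paired over the elements were therefore computed as well, a choice made after the data were examined. On 2000 simulated sets of elements, 94.8% of the paired intervals held the known difference. Sequence around summits was read with pysam 0.24.0 from an index made with samtools 1.23.1, and plots were drawn with Matplotlib 3.10.9. The interval functions were tested on simulated data, where 4 of 4 counts on random lists of 5000 intervals equalled those of bedtools 2.31.1.

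Of the 16 lists, 4 held no peaks past one position, which came to light only when the lists were examined. The numbers of peaks were compared on all chromosomes as planned, with chromosomes 1 to 12, which every list covers, given beside them. Shared regions of pol II, Med1 and H3K27ac, and all promoters, enhancers and insulators, were taken from chromosomes 1 to 12, a choice made after the data were examined. Results of H3K4me3 and of the Jun family alone used all chromosomes.

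Regions of the A549 and B2B lists of a target were merged, and a merged region was shared if both lists overlapped it. The expected share came from 20 shuffles of the B2B peaks along their own chromosomes. Promoters were H3K4me3 peaks that overlapped a pol II peak of the same line. Enhancers were H3K27ac peaks that overlapped a Med1 peak of the same line, with no promoter and no annotated transcription start site within 1 kb. Both lines were scored on the same merged set of elements. Insulators were B2B CTCF peaks that overlapped a Rad21 peak and were neither promoter nor enhancer, and CTCF and Rad21 in A549 were not analysed here.

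The oncogene list of the study held 618 symbols in the form used here, of which 605 matched a protein-coding gene directly and 7 through an older symbol in the RefSeq table for GRCh38.p14, and 6 were left out. A gene counted as bound if a peak lay within 1 kb of any of its start sites. The share among oncogenes was placed among 10000 random lists of other protein-coding genes of the same size, matched on an H3K4me3 promoter peak in A549, B2B, both or neither. The AP-1 motif was TGASTCA on either strand within 50 bp of a summit, and windows of the same size 2 kb to each side gave the background. The CTCF motif was a core of 12 positions, CCASYAGRKGGC.

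Genes named in the text are the 7 whose tracks the main text of the study describes, and the 3 regions per line with the highest summed fold enrichment among regions bound by all 3 Jun-family proteins with no Jun-family peak within 1 kb in the other line. These rules and the main comparisons were fixed before the data were examined. So were the alternatives, namely a −log10 q of at least 5, covered base pairs, 50% reciprocal overlap, lists of equal length by −log10 p, other element sets, other distances from start sites, wider motif windows and a wider motif. Added later were the choice of chromosomes and the removal of peaks from 15 bins of 1 Mb that hold no start site and at least 20 peaks of any list.

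Replicates were pooled in the lists, so that no spread between replicates and no test across replicates could be computed. The differential binding analysis of the authors needs reads and was not repeated here. The pileup and the background at each summit were solved from fold enrichment and p-value, list by list. On 5000 simulated peaks this recovered 100% of the pileups.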

Results

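To compare promoter, enhancer and AP-1 binding between lung cancer cells and non-cancerous bronchial cells, the peak lists of 7 targets were analysed in A549 and B2B cells. RNA polymerase II (pol II) and the histone mark H3K4me3 mark promoters. The Mediator subunit Med1 and the histone mark H3K27ac mark active enhancers. JunB, Jun and JunD are the Jun-family subunits of the transcription factor AP-1. CTCF and the cohesin subunit Rad21, which mark insulators, were analysed in B2B only. Each target was measured in 2 replicates, which the authors merged before calling peaks, so that every value below comes from a single pooled list without replicate error. The intervals given with shares cover counting error only. The number of reads behind each list was not stated. Within the lists, the median pileup at a summit, solved from the deposited values, lay between 19 reads for Med1 and 107 reads for H3K4me3 in B2B.

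The lists held between 8563 peaks for JunB in B2B and 61225 peaks for CTCF in B2B on chromosomes 1 to 22, X and Y. The A549 H3K27ac list ended on chromosome 13 at position 52851492. The A549 Med1 list ended on chromosome 15 at position 60479432, and the B2B Med1 list ended on the same chromosome at position 60479329. The A549 pol II list ended on chromosome 20 at position 325204. The other 12 lists reached chromosome Y.

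**Figure D1:**
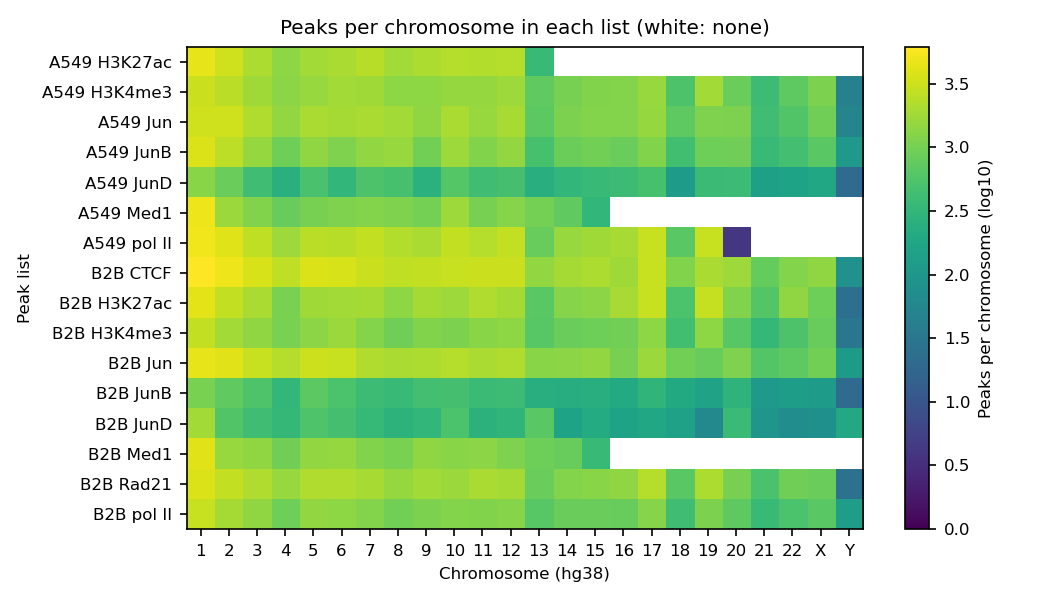
Number of peaks per chromosome (horizontal axis, hg38) in each of the 16 lists (vertical axis), coloured by the log10 of the number, with white where a list holds no peak. The A549 H3K27ac list stops on chromosome 13, both Med1 lists on chromosome 15 and the A549 pol II list on chromosome 20.

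To ask whether promoter and enhancer marks are more widespread in the cancer line, the numbers of peaks were compared. Pol II had 45938 peaks in A549 and 25234 in B2B, a ratio of 1.82. On chromosomes 1 to 12 the ratio was 1.96. The ratio of covered base pairs moved it most, to 2.61 over all chromosomes and 2.72 on chromosomes 1 to 12. H3K4me3 had 32801 peaks in A549 and 26112 in B2B, a ratio of 1.26 that was 1.25 on chromosomes 1 to 12, and the ratio of covered base pairs was 1.97. Med1 had 20026 peaks in A549 and 20605 in B2B, a ratio of 0.972 that was 0.970 on chromosomes 1 to 12. The Med1 ratio rose to 1.00 at a −log10 q of at least 5, but was 0.910 by covered base pairs and 0.837 without bins of 1 Mb that lack a start site. Those bins held 19.6% of the Med1 peaks in A549 and 6.64% in B2B. The A549 and B2B Med1 lists ended 103 bp apart, and the control of each was not stated. H3K27ac had 28550 peaks in A549 and 40316 in B2B, a ratio of 0.708. On chromosomes 1 to 12, which both H3K27ac lists cover, A549 had 28190 peaks and B2B had 24654, and the ratio was 1.14. The ratio of base pairs covered there was 1.46, with 21.03 Mb in A549 and 14.4 Mb in B2B. The direction for H3K27ac therefore reversed when the part that the A549 list lacks was left out. The local background of the caller near start sites was 15.4 times the floor of the list for pol II in B2B, 13.99 times for H3K4me3 and 16.0 times for H3K27ac. In A549 it was 1.498, 1.44 and 1.87 times the floor of each list. For Med1 it was 1.61 times in both lines. For CTCF and Rad21 in B2B it was 5.46 and 20.1 times.

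Among the Jun-family proteins the numbers went different ways. JunB had 28068 peaks in A549 and 8563 in B2B, a ratio of 3.28. Jun had 35602 peaks in A549 and 45047 in B2B, a ratio of 0.790. JunD had 9639 peaks in A549 and 8597 in B2B, a ratio of 1.12. On chromosomes 1 to 12 the ratios were 3.15 for JunB, 0.756 for Jun and 1.04 for JunD. For JunD the ratio was 1.26 by covered base pairs and 1.31 without bins of 1 Mb that lack a start site. Those bins held 7.42% of the JunD peaks in A549 and 20.7% in B2B.

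The share of merged regions called in both lines was 40.2% for H3K4me3 (95% CI 39.7 to 40.7%), 35.5% for H3K27ac (35.0 to 36.0%), 34.8% for Med1 (34.2 to 35.4%) and 23.5% for pol II (23.04 to 23.9%). It was 26.2% for Jun (25.9 to 26.6%), 16.6% for JunB (16.2 to 17.0%) and 13.7% for JunD (13.2 to 14.2%). Shuffled B2B peaks gave mean shares between 0.0659% for JunD and 1.04% for H3K4me3. The alternative that moved the shares of pol II and H3K4me3 most was 50% reciprocal overlap, which gave 10.8% and 19.4%. Of the B2B JunB peaks, 62.3% overlapped an A549 JunB peak (61.2 to 63.3%), whereas 18.5% of the A549 JunB peaks overlapped a B2B JunB peak (18.1 to 19.0%).

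To examine where AP-1 lies relative to regulatory elements, promoters, enhancers and insulators were defined on chromosomes 1 to 12. There were 14000 promoters called in A549 and 9953 in B2B, which merged into 15041 promoters called in either line. JunB overlapped 35.4% of the promoters in A549 (34.6 to 36.2%) and 6.41% in B2B (6.03 to 6.81%). Jun overlapped 41.3% in A549 (40.6 to 42.1%) and 23.3% in B2B (22.7 to 24.01%). JunD overlapped 18.1% in A549 (17.5 to 18.7%) and 3.74% in B2B (3.44 to 4.05%). The differences were 29.0, 18.0 and 14.4 percentage points. The alternative that moved the JunB difference most was lists of equal length, under which it was 7.53 points. All 3 promoter differences stayed positive under every alternative run for them.

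At 2830 enhancers called in either line, the 3 proteins differed. JunB overlapped 37.6% in A549 (35.8 to 39.4%) and 20.1% in B2B (18.7 to 21.6%). Jun overlapped 37.2% in A549 (35.5 to 39.0%) and 53.8% in B2B (51.9 to 55.6%). JunD overlapped 11.98% in A549 (10.8 to 13.2%) and 9.26% in B2B (8.24 to 10.4%). The set of elements decided the direction for Jun and JunD. At the 1225 enhancers called in A549, Jun overlapped 60% in A549 (57.2 to 62.7%) and 41.6% in B2B (38.9 to 44.4%). At the 1854 enhancers called in B2B, it overlapped 27.3% in A549 (25.3 to 29.4%) and 65.2% in B2B (63.0 to 67.3%). JunD overlapped 6.36% of the B2B enhancers in A549 (5.34 to 7.57%) and 9.55% in B2B (8.29 to 11.0%). Only 223 enhancers were called in both lines, where the difference was 30.9 points for JunB, -5.38 for Jun and 6.73 for JunD. For Jun the interval was -12.1 to 1.33 points with the lines taken as independent, and -10.7 to -0.196 when the lines were paired over the same enhancers. For JunD it was -2.18 to 15.5 and, paired, 0.201 to 13.2 points. Both differences lay at the limit of what counting error allows.

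At 10616 insulators, JunB overlapped 6.09% in A549 (5.65 to 6.56%) and 5.26% in B2B (4.85 to 5.70%). Jun overlapped 7.63% in A549 (7.14 to 8.15%) and 13.3% in B2B (12.6 to 13.9%). JunD overlapped 1.65% in A549 (1.42 to 1.91%) and 3.98% in B2B (3.63 to 4.37%). All CTCF and Rad21 peaks used were called in B2B, so that the set may favour sites bound there. The shares at insulators cannot separate a difference between the lines from that choice. The signs for Jun and JunD depended on what counted as an insulator. Over all 15236 CTCF sites with Rad21, promoters and enhancers included, the difference for JunD was 2.32 points and that for Jun was 0.499 points (paired interval -0.103 to 1.10), which was not distinguishable from 0. The JunB difference stayed positive there, at 7.09 points. At the 10616 insulators, however, the JunB difference was -2.61 points with lists of equal length.

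**Figure D2:**
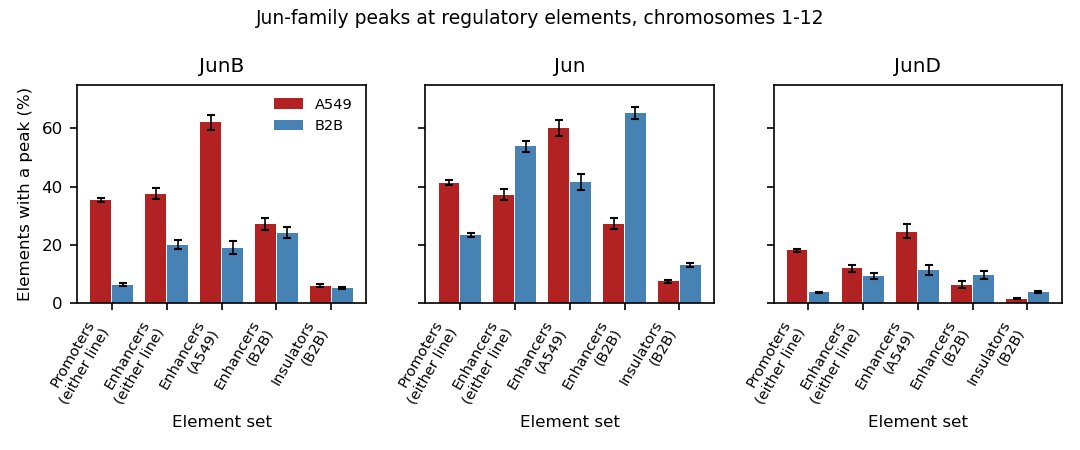
Share of elements with a peak of JunB, Jun or JunD (vertical axis, percent) in A549 (red) and B2B (blue) for 5 sets of elements on chromosomes 1 to 12, with Wilson 95% intervals as error bars. Promoter shares are higher in A549 for all 3 proteins, whereas for Jun the enhancer shares are 60% and 41.6% at A549 enhancers and 27.3% and 65.2% at B2B enhancers.

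To ask whether AP-1 sits at oncogene promoters more often in A549, 612 protein-coding oncogenes were scored. JunB had a promoter peak at 43.1% of them in A549 (39.3 to 47.1%) and 8.01% in B2B (6.11 to 10.4%). Jun had one at 48.7% in A549 (44.8 to 52.6%) and 29.7% in B2B (26.3 to 33.5%). JunD had one at 27.8% in A549 (24.4 to 31.5%) and 3.76% in B2B (2.52 to 5.58%). Among 19395 other protein-coding genes, the A549 and B2B shares were 25.8% and 2.87% for JunB, 31.4% and 16.1% for Jun and 15.4% and 1.69% for JunD. Random lists matched on H3K4me3 had median A549 shares of 32.8% for JunB, 39.5% for Jun and 19.9% for JunD. The oncogene share in A549 lay at the 100th percentile of the 10000 random lists for each of the 3 proteins. In B2B it lay at the 100th percentile for JunB and Jun and at percentile 99.7 for JunD. The difference between the lines lay at percentile 99.9 for JunB, 99.97 for JunD and 24.1 for Jun. The random lists were not matched on the number of start sites per gene. A gene with more start sites has more chances to count as bound, so these percentiles may in part reflect that number. Lists of equal length moved the JunB difference most, from 35.1 to 4.41 percentage points. For the 392 oncogenes on chromosomes 1 to 12, the A549 and B2B shares were 82.1% and 67.1% for pol II, 88.3% and 79.1% for H3K27ac and 70.4% and 75.3% for Med1. The pol II difference lay at percentile 0.50 of the random lists. H3K4me3 promoter peaks were found at 90.8% of the 612 oncogenes in A549 and 79.7% in B2B.

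**Figure D3:**
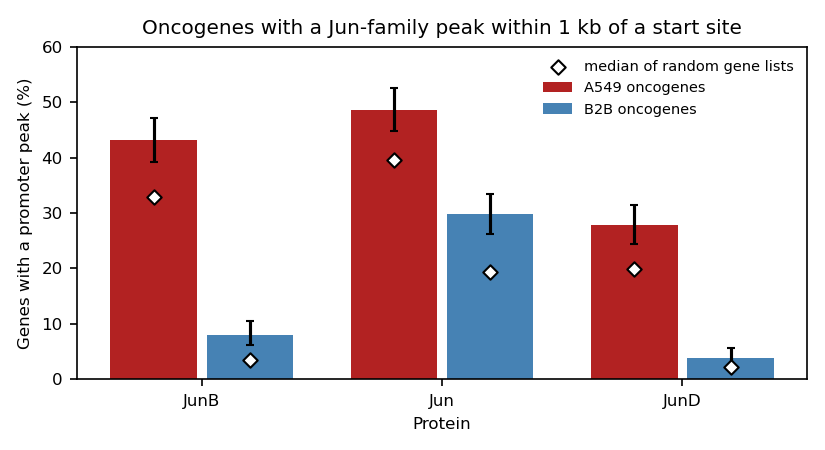
Share of 612 oncogenes with a peak of each Jun-family protein within 1 kb of a start site (vertical axis, percent) in A549 (red) and B2B (blue), with Wilson 95% intervals, and the median share of random gene lists matched on H3K4me3 (diamonds). The oncogene shares lie above the medians of the random lists in both lines.

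Whether the 3 proteins share sites was examined next. In A549 the peaks of JunB, Jun and JunD merged into 43827 regions, of which 15.2% were bound by all 3 (14.9 to 15.6%). In B2B they merged into 48020 regions, of which 9.19% were bound by all 3 (8.93 to 9.45%). The alternative that moved these shares most required the summits to lie within 100 bp of each other and gave 13.1% and 8.53%. Regions bound by Jun alone made up 33.1% in A549 (32.7 to 33.6%) and 74.4% in B2B (74.1 to 74.8%). Of the B2B JunB peaks, 90.5% overlapped a Jun peak (89.9 to 91.1%), against 72.3% of the A549 JunB peaks (71.8 to 72.8%). Of the JunD peaks, 72.7% in B2B and 80.4% in A549 overlapped a Jun peak. The shares of merged regions depend on list length, because few regions can hold all 3 proteins where a list is short. Lists of equal length were not run for them, so list length cannot be told apart from a difference in shared sites.

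The AP-1 motif lay at the summit of 46.2% of JunB peaks in A549 (45.6 to 46.8%) and 53.6% in B2B (52.6 to 54.7%). It lay at 42.0% of Jun peaks in A549 (41.5 to 42.5%) and 39.8% in B2B (39.4 to 40.3%). It lay at 34.2% of JunD peaks in A549 (33.2 to 35.1%) and 42.8% in B2B (41.8 to 43.9%). Windows 2 kb away held it in 1.23% to 1.74% of cases across these 6 lists. Lists of equal length reversed the difference for JunB, from -7.44 to 15.7 points, and that for Jun, from 2.13 to -1.14 points. Near start sites the A549 lists held fewer motifs than elsewhere. For JunD the share was 17.7% within 1 kb (16.5 to 18.9%) and 45.3% further away (44.1 to 46.6%). In B2B the order was the other way round for JunD, with 60.7% within 1 kb (56.9 to 64.4%) and 41.4% further away (40.3 to 42.5%). The B2B JunD list held 1779 peaks in bins of 1 Mb without a start site, none of which had the motif. Outside those bins 54.0% of the B2B JunD peaks had it (52.8 to 55.2%), so that part of the JunD gap in B2B goes with those bins. The CTCF motif lay at 10.6% of CTCF peaks (10.4 to 10.9%) and 7.05% of Rad21 peaks (6.80 to 7.31%).

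**Figure D4:**
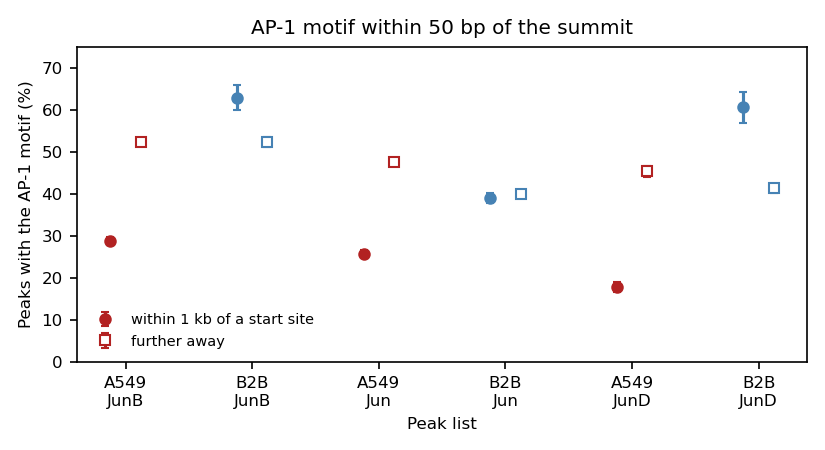
Share of peaks with the AP-1 motif within 50 bp of the summit (vertical axis, percent) for JunB, Jun and JunD in A549 (red) and B2B (blue), for peaks within 1 kb of a start site (filled circles) and further away (open squares), with Wilson 95% intervals. In A549 the share near start sites is the lower one for all 3 proteins.

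Peaks of the 3 proteins lay near start sites more often in A549. The share within 1 kb was 26.4% for JunB in A549 (25.9 to 26.9%) and 11.7% in B2B (11.0 to 12.4%). It was 25.6% for Jun in A549 (25.1 to 26.0%) and 12.6% in B2B (12.3 to 12.9%). It was 40.4% for JunD in A549 (39.4 to 41.4%) and 7.46% in B2B (6.92 to 8.03%). A distance of 3 kb was the alternative that moved these shares most, to 37.1% for JunB in A549 and 22.8% in B2B. For H3K4me3 the share within 1 kb was 57.3% in A549 (56.8 to 57.9%) and 79.6% in B2B (79.1 to 80.1%).

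The 7 genes whose tracks the main text of the study describes were examined one by one in hg38. HSP90AB1 (ENSG00000096384.20, chromosome 6, 44246166 to 44253888, plus strand) had peaks of JunB, Jun and JunD within 3 kb of its start sites in A549 and, of the 3 proteins, only 2 Jun peaks in B2B. The strongest A549 Jun peak there spanned 44246766 to 44247203, with a fold enrichment of 12.95 within its list. SDHAF2 (ENSG00000167985.7, chromosome 11, 61430042 to 61446733, plus strand) had peaks of all 3 proteins in A549 and of none in B2B. Both genes carried peaks of pol II, Med1, H3K4me3 and H3K27ac in both lines, and of CTCF and Rad21 in B2B.

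SRC (ENSG00000197122.13, chromosome 20, 37344685 to 37406050, plus strand) had peaks of all 3 proteins within 3 kb of its start sites in A549 and of none in B2B. The strongest A549 Jun peak spanned 37380204 to 37380678, in a region that lies in an intron of SRC 35.8 kb from the gene start. SRC lies past the end of the A549 pol II, Med1 and H3K27ac lists and of the B2B Med1 list. EGFR (ENSG00000146648.21, chromosome 7, 55019017 to 55211628, plus strand) had no Jun-family peak within 3 kb of its start sites in A549 and 2 Jun peaks in B2B. The stronger of these B2B peaks spanned 55109467 to 55109675, near a start site inside EGFR that lies 90.6 kb from the gene start. Within 200 kb of the EGFR gene start there were 33 Jun-family regions, of which 12 were shared, 9 were called in A549 alone and 12 in B2B alone. All 3 proteins bound 3 of the regions called in A549 alone, which lay between genes upstream of EGFR. They spanned 54830828 to 54831687, 54831832 to 54832157 and 54995880 to 54996334, with Jun fold enrichments of 44.5, 13.1 and 17.2 within the A549 list. POU5F1 (ENSG00000204531.21, chromosome 6, 31164337 to 31180731, minus strand) had no peak of any list within 3 kb of its start sites except 1 H3K27ac peak in B2B. Within 200 kb of its gene start there were 16 Jun-family regions, of which 8 were shared, 3 were called in A549 alone and 5 in B2B alone. One of those called in A549 alone lay upstream between genes, at 31214672 to 31214833, with a Jun peak of fold enrichment 6.51. Another lay upstream at 31186090 to 31186239, with a Jun peak of fold enrichment 4.41. A shared upstream region at 31203284 to 31204296 was bound by all 3 proteins in both lines. Its Jun fold enrichment was 18.0 within the A549 list and 20.8 within the B2B list. For JunB the values were 14.1 and 6.16, and for JunD 8.41 and 6.31, in the same order. Each value belongs to its own list, so they do not rank the lines. KLF6 (ENSG00000067082.15, chromosome 10, 3775996 to 3785281, minus strand) had 3 JunB, 7 Jun and 3 JunD peaks in A549 and 1, 3 and 1 in B2B. Of 42 Jun-family regions within 200 kb, 15 were shared, 14 were called in A549 alone and 13 in B2B alone. One called in A549 alone, 44.7 kb downstream of the gene start at 3740141 to 3740926, was bound by all 3 proteins, with a Jun fold enrichment of 37.7. FGFR1 (ENSG00000077782.23, chromosome 8, 38400215 to 38468834, minus strand) had 4 JunB, 4 Jun and 3 JunD peaks in A549 and 1, 4 and 1 in B2B. The strongest B2B peak of each protein lay at 38404086 to 38404445, 64.6 kb from the gene start. The strongest A549 peak of each lay at 38465276 to 38465704, 3.34 kb from the gene start.

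Among 2257 regions bound by all 3 proteins in A549 with no Jun-family peak within 1 kb in B2B, the highest summed fold enrichment was 147 on chromosome 13, 95714409 to 95714984, in an intron of DNAJC3. The next were on chromosome 7, 37665938 to 37666800, between genes 17.4 kb from the start of GPR141, and on chromosome 3, 85161310 to 85161965, in an intron of CADM2. In B2B there were 825 such regions. The highest sum was 108 on chromosome 18, 42446060 to 42446706, in an intron of a non-coding gene 382 kb from the start of PIK3C3. The next were on chromosome 5, 149001954 to 149002679, over an exon of SH3TC2, and on chromosome 15, 39391183 to 39391663, in an intron of a non-coding gene 189.7 kb from the start of THBS1.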

Values the study reported

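The study reported a set of 604 oncogenes made by joining public databases.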

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

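The test of unplaced sequences was chosen before its result was seen. Peaks outside chromosomes 1 to 22, X and Y enter no comparison above, and the input samples were not analysed here, so each count is set against the 3 peaks that a count of 0 allows. On the mitochondrial genome there were 12 peaks of JunB in A549, 11 of JunB in B2B, 11 of JunD in B2B and 20 of CTCF in B2B. On unplaced sequences A549 had 430 peaks of JunB, 262 of Jun, 212 of JunD and 141 of H3K4me3. B2B had 158 peaks of JunD, 123 of CTCF, 109 of pol II, 101 of Jun, 61 of Rad21, 42 of H3K4me3, 30 of H3K27ac and 23 of JunB there. Reads of repeats piled up on unplaced sequences may account for part of them. Of 1186 Jun-family peaks there, 5.14% had the AP-1 motif at the summit (4.02 to 6.55%), against 42.4% of 135516 peaks on the chromosomes (42.1 to 42.6%). By list the share was 12.9% for Jun in B2B (7.68 to 20.8%), 9.16% for Jun in A549 (6.23 to 13.3%), 4.65% for JunB in A549 and 4.35% in B2B, 1.42% for JunD in A549 and 0% in B2B. Windows beside the peaks on the chromosomes held the motif in 1.23% to 1.74% of cases, but no such windows were scored on unplaced sequences. Whether repeats are the source of all Jun peaks there therefore stays open. Binding without the motif stays open, the mitochondrial peaks were not tested, and no biological explanation was tested.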

How the results depend on the processing

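The paired intervals and the alternatives of chromosomes 1 to 12, all chromosomes as listed and the removal of bins without start sites were chosen after the data were seen. Of 155 alternative values of 37 results, 65 stayed within the counting interval or, for ratios, within 1.5 times with the same direction, 81 moved and 9 reversed. Wherever a value below moved or reversed, the cause was not tested, except where named. Leaving out a replicate and a fit with a replicate block could not be run. No paired analysis was possible because the lists pool both replicates, although the lines were paired over the elements. Depth may limit all comparisons, since a weaker library can give a shorter list. This could not be tested, because the number of reads behind each list was not stated.

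At a −log10 q of at least 5 the ratio of Med1 peaks reversed to 1.00, whereas it was 0.910 by covered base pairs and 0.837 without the bins that lack start sites. Shared regions were 25.3% for pol II, 42.0% for H3K4me3, 35.9% for Med1, 36.3% for H3K27ac, 17.1% for JunB and 26.7% for Jun. The promoter differences were 26.8 points for JunB and 12.05 for JunD, and the insulator differences were -4.62 for Jun and -1.65 for JunD. The oncogene difference for JunD was 19.4 points. Regions with all 3 proteins in A549 were 14.3%, and A549 peaks near start sites were 24.9% for JunB, 24.7% for Jun and 37.4% for JunD.

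By covered base pairs the H3K4me3 ratio was 1.97. On chromosomes 1 to 12 the H3K27ac ratio reversed to 1.14, because the A549 list ends on chromosome 13. With all chromosomes as listed, shared regions were 22.3% for pol II and 25.1% for H3K27ac, and insulator differences were 1.85 points for JunB, -4.74 for Jun and -1.28 for JunD. Without the bins that lack start sites, shared regions were 36.1% for Med1 and 17.2% for JunB. Regions with all 3 proteins were then 15.8% in A549 and 9.51% in B2B, and the motif differences were -5.56 points for JunB and -17.1 for JunD.

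With 50% reciprocal overlap, shared regions were 10.8% for pol II, 19.4% for H3K4me3, 23.2% for Med1, 26.1% for H3K27ac, 12.9% for JunB, 21.2% for Jun and 11.0% for JunD, since fewer overlaps qualify. With lists of equal length they were 34.1% for pol II, 47.1% for H3K4me3, 37.2% for H3K27ac, 23.2% for JunB and 26.98% for Jun. Promoter differences were then 7.53 points for JunB and 20.9 for Jun, and enhancer differences were 4.73 for JunB and -13.5 for Jun. The insulator difference for JunB reversed to -2.61 points, and that for Jun was -3.17. The oncogene difference for JunB was 4.41 points. The motif difference reversed to 15.7 points for JunB and to -1.14 for Jun, and was -5.50 for JunD.

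At elements called in A549, promoter differences were 31.8 points for JunB, 22.99 for Jun and 16.2 for JunD, and enhancer differences were 43.0 for JunB and 13.2 for JunD, while that for Jun reversed to 18.4. At elements called in B2B, promoter differences were 23.7 points for JunB, 12.7 for Jun and 9.40 for JunD. Enhancer differences there were 2.91 points for JunB and -37.9 for Jun, while that for JunD reversed to -3.18. At elements called in both lines, promoter differences were 37.9 points for JunB, 28.9 for Jun and 23.8 for JunD, and enhancer differences were 30.9 for JunB, -5.38 for Jun and 6.73 for JunD. The independent intervals of the latter 2, -12.1 to 1.33 and -2.18 to 15.5, included 0, whereas the paired ones, -10.7 to -0.196 and 0.201 to 13.2, did not. Over all CTCF sites with Rad21, the difference was 7.09 points for JunB and reversed to 0.499 for Jun, with a paired interval of -0.103 to 1.10, and to 2.32 for JunD.

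Within 3 kb the oncogene difference for Jun was 13.1 points. The shares near start sites within 3 kb, where the wider window takes in more peaks, were 37.1% for JunB, 37.7% for Jun and 48.5% for JunD in A549, and 22.8%, 24.7% and 15.4% in B2B. With start sites of protein-coding genes alone, of which there are fewer, they were 20.8%, 20.1% and 34.0% in A549 and 7.07%, 8.25% and 4.11% in B2B. With summits within 100 bp, regions with all 3 proteins were 13.1% in A549 and 8.53% in B2B. With 100 bp each side of the summit, the motif difference for JunB was -9.73 points. With the cAMP response element added to the motif, it was 2.91 points for Jun and -6.79 for JunD.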

Other observations

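The tests of the early ends, of the background at promoters and of the CTCF motif were chosen only after the result was seen, whereas lists of equal length were planned, although their use as a test of list length was written down after the result was seen. In 4 lists no peak lies past one position. True absence of peaks is argued against by 10856 A549 H3K4me3 peaks past the point where the A549 H3K27ac list ends. Loss of the end of the file is argued against because the file runs in alphabetical order of chromosomes, and chromosome 9, which comes last among the numbered ones, holds 2106 A549 H3K27ac peaks. A candidate explanation is that reads given to the peak caller ended early. The Med1 lists of the 2 lines, which come from different cells, end within 103 bp of each other, which that explanation needs if both were called with one shared set of reads, such as a control. Which reads those were stays open. A shared control would mean that the Med1 peaks of at least one line may have been called against reads of the other line. The Med1 numbers, the Med1 regions called in both lines and the enhancers, which rest on Med1, carry that limit.

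Peaks cluster in 15 bins of 1 Mb without any annotated start site. They hold 20.7% of B2B JunD peaks and 19.6% of A549 Med1 peaks. They also hold 7.42% of A549 JunD peaks, 6.64% of B2B Med1 peaks and 6.40% of A549 JunB peaks. Reads of repeats are a candidate explanation. Of the 1779 B2B JunD peaks in these bins, the share with the AP-1 motif was 0% (0 to 0.215%), against 54.0% of the B2B JunD peaks elsewhere (52.8 to 55.2%). The 715 A549 JunD peaks in these bins had the motif in 0% of cases as well (0 to 0.534%). Without these bins the motif difference between the lines for JunD was -17.1 points. No biological explanation was tested.

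Jun and JunD peaks lie at more promoters in A549. For JunD, whose longer list is the A549 one, the difference was 14.4 points in full and 13.8 points with lists of equal length. List length as the whole cause is therefore argued against for JunD. For Jun the longer list is the B2B one, so that list length would act against the difference. Cutting the lists to equal length could not test it, and the Jun difference was then 20.9 points. For JunB, 7.53 of the 29.0 points remained with lists of equal length, so that length as the whole cause is argued against, while most of the JunB difference went with it. Another technical explanation stays open, namely the background at promoters that the caller used. Solving fold enrichment and p-value gave pileups within 0.05 of a whole number for 100% of the peaks in each list. When the values of simulated peaks were shuffled, this share was 10.3%. In the B2B H3K4me3 list the median background near start sites was 13.99 times the floor of that list, and 1.70 times elsewhere. In the A549 H3K4me3 list these values were 1.44 and 1.34. For pol II they were 15.4 and 1.47 in B2B and 1.498 and 1.43 in A549, and for H3K27ac 16.0 and 4.15 in B2B and 1.87 and 1.81 in A549. Among the B2B Jun-family lists they were 1.79 and 1.08 for JunB, 1.90 and 1.08 for Jun and 1.48 and 1.47 for JunD. For Med1 they were 1.61 and 1.33 in B2B and 1.61 and 1.01 in A549, and in B2B they were 20.1 and 1.95 for Rad21 and 5.46 and 1.32 for CTCF. In A549 they were 1.30 and 1.19 for JunB, 1.54 and 1.35 for Jun and 1.63 and 1.70 for JunD. The B2B JunD list therefore showed no rise near start sites, although only over peaks that were called. A raised control signal at B2B promoters could keep weak peaks there from being called, and this cannot be told apart from weaker binding, because backgrounds are known only at called peaks. The same limit applies to the numbers of pol II, H3K4me3 and H3K27ac peaks, to the promoters called in B2B and to the oncogene shares. A difference between the cell lines stays open as well.

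Many B2B Jun-family peaks lie under CTCF peaks, namely 63.3% of the JunB peaks (62.3 to 64.3%), 44.4% of the JunD peaks (43.4 to 45.5%) and 32.9% of the Jun peaks (32.5 to 33.4%). CTCF bound at its own motif was tested as an explanation. The 15580 CTCF peaks with a Jun-family peak had the CTCF motif in 2.11% of cases (1.89 to 2.34%), against 8.82% for CTCF peaks of the same rank without one. They had the AP-1 motif in 17.7% (17.1 to 18.3%), against 1.33% of the other CTCF peaks (1.23 to 1.44%). The CTCF motif was thus rarer at these sites. It is strict, however, and lay at only 26.7% of the strongest of 10 equal parts of the CTCF list. Windows 2 kb from CTCF peaks held it in 0.0637% of cases. CTCF at its own motif therefore cannot be excluded at these sites. The share of CTCF peaks with a Jun-family peak was 14.5% among the strongest of 10 equal parts of the CTCF list by −log10 p (13.7 to 15.4%) and 46.4% among the weakest (45.2 to 47.7%). Signal at open chromatin and contact between the proteins were not tested and stay open.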
